# Th2 to Th1 Transition Is Required for Induction of Skin Lesions in an Inducible and Recurrent Murine Model of Cutaneous Lupus–Like Inflammation

**DOI:** 10.3389/fimmu.2022.883375

**Published:** 2022-06-27

**Authors:** Nazgol-Sadat Haddadi, Purvi Mande, Tia Y. Brodeur, Kaiyuan Hao, Grace E. Ryan, Stephanie Moses, Sharon Subramanian, Xhuliana Picari, Khashayar Afshari, Ann Marshak-Rothstein, Jillian M. Richmond

**Keywords:** cutaneous lupus erythematosus, CD4+ helper T cell, Lupus flare, CXCR6, Th1 & Th2

## Abstract

Cutaneous lupus erythematosus (CLE) is an autoimmune skin disease characterized by a strong IFN signature, normally associated with type I IFNs. However, increasing evidence points to an additional role for IFNγ, or at least a pathogenic T effector subset dependent on IFNγ, for disease progression. Nevertheless, Th2 effector subsets have also been implicated in CLE. We have now assessed the role of specific T cell subsets in the initiation and persistence of skin disease using a T cell-inducible murine model of CLE, dependent on KJ1-26 T cell recognition of an ovalbumin fusion protein. We found that only Th2-skewed cells, and not Th1-skewed cells, induced the development of skin lesions. However, we provide strong evidence that the Th2 disease-initiating cells convert to a more Th1-like functional phenotype *in vivo* by the time the skin lesions are apparent. This phenotype is maintained and potentiates over time, as T cells isolated from the skin, following a second induction of self-antigen, expressed more IFN-γ than T cells isolated at the time of the initial response. Transcriptional analysis identified additional changes in the KJ1-26 T cells at four weeks post injection, with higher expression levels of interferon stimulated genes (ISGs) including *CXCL9, IRF5, IFIH1*, and *MX1*. Further, injection of IFN-γ-/- T cells faied to induce skin disease in mice. We concluded that Th2 cells trigger skin lesion formation in CLE, and these cells switch to a Th1-like phenotype in the context of a TLR7-driven immune environment that is stable within the T cell memory compartment.

## Introduction

Cutaneous lupus erythematosus (CLE) is an autoimmune disease with a broad range of skin and mucosal tissue manifestations (1) that may or may not overlap with systemic lupus erythematosus (SLE). A high frequency of patients with SLE may develop skin lesions; however, not all CLE patients exhibit systemic disease or even progress to SLE (2). Additionally, CLE can be refractory to SLE treatments (3). Hence, pathogenic mechanisms need to be further explored to identify the unique and shared features of CLE and SLE, and to provide essential insights for treating both conditions.

A clear understanding of the immune parameters that contribute to CLE have been hampered by the lack of an appropriate experimental model, such that CLE has received less attention than SLE in terms of etiology and treatment. Well-characterized SLE animal models, including MRL/lpr, NZB/W, and BSXB mouse strains, have been used to study the development of skin lesions. However, in these strains, the onset of the cutaneous disease is variable, colony dependent, usually takes a long time (∼6 months) to develop and lacks a number of the critical features of human CLE (4). Recently, we have developed an inducible murine model of CLE that recapitulates human CLE by a number of criteria, including interface dermatitis, mucin deposition, lupus band reaction, erythema, scaling and hair loss (5). This model depends on the doxycycline induction of an OVA-peptide-containing pseudo-autoantigen (TGO), in combination with the adoptive transfer of activated OVA-specific DO11 T cells, and thereby allows us to explore the pathogenic activity of defined T cell subsets.

Early studies considered SLE an autoantibody/immune complex driven disease and focused on Th2 effector cells. However, the current literature points to a key role for skin-localized Th1 cells in lupus pathogenesis in both humans and mice (6–12). The serum levels of IFN-γ, TNF-α, and IL-12 are significantly higher in SLE patients than in healthy controls (11). The Th1-biased inflammation is most likely enhanced by type-I IFN secretion mainly from plasmacytoid dendritic cells (pDC) (13). By contrast, atopic dermatitis is normally associated with Th2 cells and psoriasis is driven by Th17 cells (14).

The TGO model was originally envisaged as a model of SLE since expression of the OVA pseudo-autoantigen is under the control of a reverse transactivator (rtTA) driven by an invariant chain promoter, and therefore likely to be expressed by all MHCII+ cells, not just MHCII+ cells in the skin. Based on the critical role of autoantibody/autoantigen immune complexes in lupus pathogenesis, all our initial studies used activated Th2-skewed T cells to initiate the disease process. The rapid onset of cutaneous lesions was unexpected, as was the finding that DO11 T cells isolated 4 weeks post transfer expressed a Th1 phenotype and produced IFNγ (5). The current study was therefore undertaken to better understand the role of Th2 vs Th1 cells in the development and recurrence of CLE. Unexpectedly, we found that an initial injection of Th1 cells failed to trigger cutaneous lesions, even though the injected DO11 T effector cells were present in the spleen, LN and to some extent the skin. Together, our data point to the distinct ability of Th2 cells to migrate to the skin and the unexpected plasticity of these Th2 cells to acquire a Th1-like phenotype when exposed to an immune environment perturbed by a TLR7-driven type I IFN response.

## Results

### Analysis of *In Vitro* Skewed DO11 T Cells Confirms Cytokine and Gene Expression Associated with Th1 and Th2 Differentiation

Ii-TGO mice were generated by intercrossing mice that express an invariant chain promoter-driven reverse transactivator (Ii-rtTA) transgene with mice that express a Tet-regulated ovalbumin fusion protein (TRE-TGO). Upon Dox administration, these mice express an OVA fusion protein that incorporates the transferrin receptor transmembrane domain to facilitate efficient trafficking to endocytic compartments. To compare the pathogenic potential of distinct T cell subsets, OVA-specific DO11 T cells were activated *in vitro* with OVA-peptide and APCs under Th1 or Th2 skewing conditions, expanded in the presence of IL-2, and then restimulated 2-3 days prior to i.v. injection (**Figure 1A**). In some studies, we used T cells derived from DO11 mice that had been intercrossed with the IL-4 reporter line, 4get (15). We confirmed the functional phenotype of the Th1 and Th2 cells at the time of injection by flow cytometry. Only the Th1 cells expressed IFNγ, and only the Th2 cells expressed IL-4. In addition, the majority of the OTII 4get Th2 cells expressed GFP while few if any of the OTII 4get Th1 cells were GFP+, confirming their commitment to the Th1 lineage (**Figure 1B**). Cytokine concentrations in culture fluids collected after the *in vitro* restimulation were determined by ELISA, and the results confirmed the expected phenotype; Th1 supernatants contained high levels of IFNγ and the Th2 supernatants contained IL-4 and IL-10 (**Figure 1C**).

**Figure 1:**
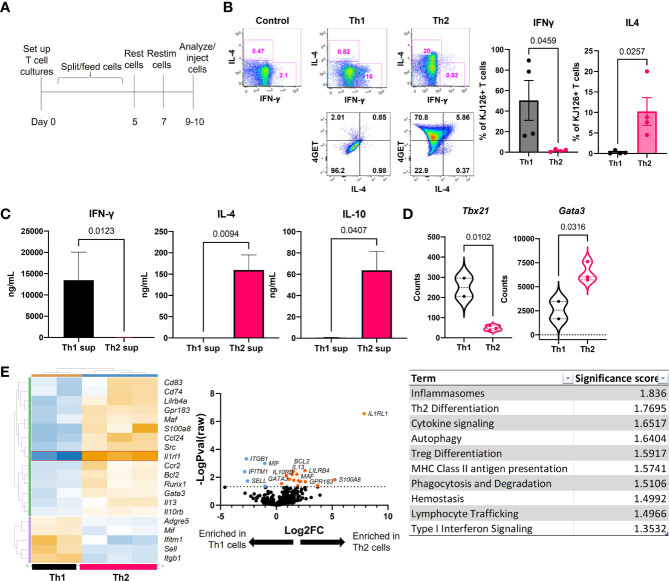
Generation and functional phenotype of activated DO11 T cells. **(A)** Timeline for the generation of activated Th1 and Th2 subsets. **(B)** Cytokine production by the injected Th1 and Th2 cells shown by flow cytometric analysis of IL-4 vs IFNγ (top) and GFP vs IL-4 (bottom). **(C)** Culture supernatants from the restimulated Th1 and Th2 cells determined by ELISA (n=5-6 Th1 and 9-11 Th2). **(D)** NanoString analysis of master regulator transcription factors expressed by *in vitro* activated T cells. **(E)** NanoString heatmap, volcano plot and Gene Set Analysis (GSA) of restimulated Th1 and Th2 cells analyzed by Rosalind software (n=2 Th1 and n=3 Th2 RNA samples pooled from 2 separate experiments; two-tailed student’s t tests significant as indicated).

In addition, RNA extracted from the restimulated T cells was analyzed by NanoString™ Mouse Immunology code set. 

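RNA from 6 cultures of DO11.10 T cells, which carry a transgenic receptor for an ovalbumin peptide, was counted with color-coded NanoString probes after 10 days of culture and 18 h of hybridization. There were 3 Th2 samples (1 of experiment 1, and 1 male and 1 female of experiment 2), 2 Th1 samples (1 of each experiment) and 1 Th0 sample of experiment 2. The authors deposited raw counts of 547 endogenous genes, 14 housekeeping genes, 6 positive controls and 8 negative controls. Endogenous counts summed to 422557 to 481131 in Th2 cells (median 464137), to 417917 and 480149 in Th1 cells, and to 451410 in Th0 cells. Between 362 and 403 endogenous genes per culture lay above the detection limit, which was the mean of the negative controls plus 2 SDs. Counts were divided by a factor from the geometric mean of the 7 housekeeping genes above that limit in all 12 samples of the study, and are called scaled counts here. That geometric mean was 7028 to 8477 in Th2 cells and 12152 and 15129 in Th1 cells. Summed counts of the positive controls differed in the same direction, at 28205 to 32125 in Th2 cells and 47518 and 60592 in Th1 cells. Scaling by the positive controls was not tested. Genes above the limit in at least 2 of the Th1 and Th2 samples were compared with edgeR's quasi-likelihood test at an adjusted p under 0.05. Of 400 genes tested, 109 were higher in Th2 cells and 18 were lower, with a median log2 fold change of 0.58 over all tested genes. With TMM factors the median was -0.02, and 33 genes were higher and 33 lower. The split was 30 higher and 44 lower with DESeq2 size factors (median -0.11), 23 and 53 with total endogenous counts (median -0.24), and 31 and 39 with the Cd3 chain genes as the reference (median -0.13). Under all 5 scalings 40 genes were called in the same direction, 23 higher and 17 lower in Th2 cells. Without the Th1 sample of experiment 2 the count was 75, and without the female Th2 sample it was 63.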

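Tbx21, which encodes the Th1 master regulator T-bet, was at 15.7 ± 4.13 scaled counts (SD, n = 3) in Th2 cells and 74.3 ± 16.3 (SD, n = 2) in Th1 cells. Its log2 fold change in Th2 over Th1 cells was -2.24 (standard error 0.39, adjusted p = 0.00489 from edgeR's quasi-likelihood test), and it passed in 16 of 16 alternative settings with an adjusted p. Gata3, the master regulator of Th2 cells, was at 2100.1 ± 270.2 scaled counts (SD, n = 3) in Th2 cells and 773 ± 409 (SD, n = 2) in Th1 cells. It rose in Th2 cells with a log2 fold change of 1.44 (standard error 0.43, adjusted p = 0.0326 from edgeR's quasi-likelihood test). Within the experiments, the log2 ratio of Th2 to Th1 cells was -2.45 and -2.27 for Tbx21 and 1.18 and 2.01 for Gata3 in experiments 1 and 2. The Gata3 call held in 9 of 16 alternative settings with an adjusted p, which ran from 0.00334 to 0.120. It was lost under the 4 other scalings, with log2 fold changes from 0.64 to 0.85, and without the Th1 sample of experiment 2 (0.98), the Th2 sample of experiment 1 (1.33) or the female Th2 sample (1.49), and was 2.12 without the Th1 sample of experiment 1.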

*Tbx21* (Tbet) was enriched in Th1 cells and *Gata3* was enriched in Th2 cells (**Figure 1D**). 

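S100a8, a subunit of the alarmin calprotectin, was at 53.6 ± 48.8 scaled counts (SD, n = 3) in Th2 cells and at or below the detection limit in both Th1 samples. It was at least 12.4-fold higher in Th2 cells, measured against the limit (adjusted p = 0.00684 from edgeR). Without the female Th2 sample that bound was 5.99-fold, and the fitted log2 fold change fell from 4.35 to 3.30. Il13, a Th2 effector cytokine, rose from 64.1 ± 17.9 scaled counts in Th1 cells (SD, n = 2) to 202 ± 45.6 in Th2 cells (SD, n = 3), a log2 fold change of 1.65 (standard error 0.36, adjusted p = 0.00975). The transcription factor Runx1 rose by 1.84 (standard error 0.38, adjusted p = 0.00928) and Il10rb, a subunit of the IL-10 receptor, by 1.16 (standard error 0.29, adjusted p = 0.0177), both on the log2 scale. The integrin chain Itgb1 was lower in Th2 cells, with a log2 fold change of -2.39 (standard error 0.31, adjusted p = 0.00194). The interferon-inducible gene Ifitm1 had a log2 fold change of -2.46 (standard error 0.57, adjusted p = 0.0130), and -1.81 (adjusted p = 0.0657) without the Th1 sample of experiment 2, within 0.000165 to 0.0657 over the planned settings with an adjusted p, and was -3.30 without the Th2 sample of experiment 1. Mif was at 947 ± 189.9 and 1604 ± 70.2 scaled counts (SD, n = 3 and n = 2), a log2 fold change of -0.76 (standard error 0.34, adjusted p = 0.105) that did not pass. With TMM factors Mif was at -1.38, and with experiment as a replicate block at -0.82, and it passed in 5 of 16 planned settings with an adjusted p, which ran from 0.0206 to 0.284. By the methods' t-test on scaled counts S100a8, Runx1 and Ifitm1 did not pass at an unadjusted p under 0.05, and Mif did, while no gene passed at an adjusted p. The calls of Il13, Runx1 and Il10rb held in 11 of 16, 14 of 16 and 8 of 16 alternative settings with an adjusted p, which ran from 0.000829 to 0.107, 0.000158 to 0.0629 and 0.00965 to 0.324. Il10rb did not pass without the Th1 sample of experiment 2 (1.06), the male (1.14) or the female Th2 sample (1.19). Over all planned settings with an adjusted p, log2 fold changes ran from 0.84 to 1.97 for Il13, 0.93 to 2.03 for Runx1 and 0.29 to 1.26 for Il10rb. With TMM factors their log2 ratios of means were 1.07, 1.17 and 0.52. Of 29 tested genes that the paper names for these cultures, 17 were higher in Th2 cells, 5 were lower and 7 did not pass (19 and 6 when adjusted over the list alone). The study chose these genes on the same samples, so their count is not independent evidence of direction.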

Additional genes were differentially upregulated in the two populations, including increased *S100a8, Il13, Il10rb*, and *Runx1* in Th2 cells and increased *Mif, Itgb1*, *Ifitm1* and *Sell* in Th1 cells (heatmap) (**Figure 1E**). The highest upregulated differentially expressed gene (DEG) in Th2 cells was *Il1rl1* (volcano plot). 

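Il1rl1, which encodes the IL-33 receptor ST2, had the largest log2 fold change of all 400 genes tested, 7.89 (standard error 0.63, adjusted p = 8.38e-05 from edgeR's quasi-likelihood test). It was at 2952 ± 804 scaled counts (SD, n = 3) in Th2 cells and 12.3 ± 6.48 (SD, n = 2) in Th1 cells. The log2 ratio was 8.88 in experiment 1 and 7.27 in experiment 2, and every planned setting kept the call. The cytokine gene Il10 followed with 5.06 (standard error 0.80, adjusted p = 0.00300), and Il5, an eosinophil growth factor, rose by 3.43 (standard error 0.56, adjusted p = 0.00344) on the log2 scale. Ccl24, an eosinophil chemoattractant, and S100a9, the partner of S100a8, lay below the limit in both Th1 samples and were at least 4.70-fold and 6.57-fold higher in Th2 cells, the latter 3.71-fold without the female Th2 sample. With total endogenous counts S100a9 (2.76) and Ccr2 (1.36) did not pass. Other named genes that rose were Lilrb4 (2.80), Gpr183 (2.71), Ccr2 (2.29), the Il4 transactivator Maf (2.10) and the survival factor Bcl2 (1.80), given as log2 fold changes. The largest fall was that of Il12rb2, the signaling chain of the IL-12 receptor, at -4.02 (standard error 0.40, adjusted p = 0.000339). The natural killer receptor genes Klrd1 and Klrc1 lay below the limit in all 3 Th2 samples and were at least 6.32-fold and 4.18-fold lower than in Th1 cells, and 2.13-fold and 2.37-fold without the Th1 sample of experiment 2. Without that of experiment 1 the Klrd1 bound was 10.5-fold. Klrk1, of the same receptor family, fell by 2.29, and the perforin gene Prf1 fell by 1.97 on the log2 scale. Prf1 passed in 13 of 16 planned settings with an adjusted p. Without the Th1 sample of experiment 1 it was at -0.92 and did not pass (adjusted p = 0.145, within 0.0102 to 0.145 over the planned settings with an adjusted p), nor did it without the Th2 sample of experiment 1 (-1.91). Without the Th1 sample of experiment 1, Il10 was at 7.16, Lilrb4 at 3.40, Maf at 2.92 and Il12rb2 at -3.38, and without that of experiment 2, Il10 was at 4.23, Il1rl1 at 8.56 and Prf1 at -2.58. By the methods' t-test on scaled counts S100a9, Il5, Ccr2, Klrd1, Klrc1 and Prf1 did not pass at an unadjusted p under 0.05.

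**Figure D1:**
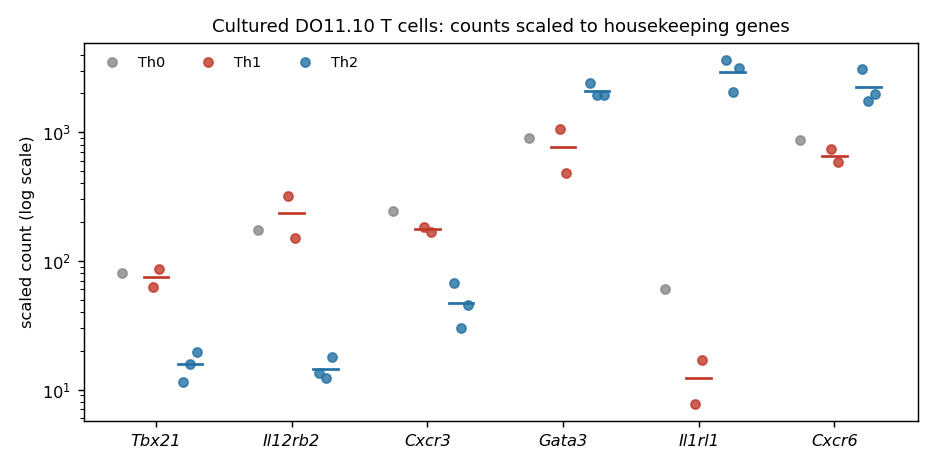
Scaled counts of 6 genes in cultured DO11.10 T cells on a log axis, with 1 point per sample (Th0 n = 1, Th1 n = 2, Th2 n = 3) and a line at the mean of the Th1 and Th2 samples. All 3 Th2 points lie below both Th1 points for Tbx21, Il12rb2 and Cxcr3 and above them for Gata3, Il1rl1 and Cxcr6.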

Gene set analysis (GSA) revealed Th2 differentiation, lymphocyte trafficking and type I interferon signaling terms were different between Th1 and Th2 cells using a cutoff significance score of 1.3.

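Genes of the Th2 programme rose in Th2 cells: of 17 tested, 11 were higher, none was lower and 6 did not pass (13 higher when adjusted over the list alone). Il1rl1, Il10 and Ccl24 led this list. Camera, which compares a list with the other genes, gave an adjusted p of 0.00711 with its preset correlation, and adjusted p = 0.852 with an estimated correlation. With experiment as a replicate block the adjusted p was 0.0583, within 0.000356 to 0.852 over the planned settings with an adjusted p. Of 18 Th1 programme genes, 5 were lower in Th2 cells and 2 higher, with the same counts when adjusted over the list alone (camera adjusted p = 0.000111, and adjusted p = 0.852 with an estimated correlation and 0.188 by fry). Those lower were Il12rb2, Tbx21, Cxcr3, Runx3 (-1.60) and Ccl5 (-1.26), and those higher were the receptor chains Il12rb1 (1.37) and Ifngr2 (1.38). With TMM factors 5 Th1 programme genes were lower and 0 higher, and with total endogenous counts 6 Th2 programme genes were higher and 1 lower. Of 11 type I interferon-stimulated genes, Ifitm1 alone was lower, none was higher and 10 did not pass, also when adjusted over the list alone. This list had an adjusted p of 0.188 by camera and adjusted p = 0.852 with an estimated correlation. For lymphocyte trafficking, 5 of 15 chemokine receptors were higher and 1 lower, while 2 were higher and 3 lower with TMM factors and 0 and 5 with total endogenous counts. Of 12 skin homing and residency genes 1 was higher, Cxcr6, and 2 were lower, Itgb1 among them, while 3 were lower and 0 higher with total endogenous counts. Both lists gave the same counts when adjusted over each list alone. Camera gave these lists adjusted p of 0.570 and 0.136, and each had adjusted p = 0.852 with an estimated correlation. Markers of B cells moved with the Th2 samples: 8 of 13 were higher and none lower (12 when adjusted over the list alone; camera adjusted p = 0.0882, and adjusted p = 0.852 with an estimated correlation), and 1 was higher under each of the 4 other scalings. In the single Th0 sample Cd79b (220 scaled counts) and Ms4a1 (181) lay nearer the Th2 means (275 and 182) than the Th1 means (74.0 and 61.7). Cd24a, at 57.4, lay nearer the Th1 mean. The paper's cultures were restimulated with OVA-pulsed splenocytes before harvest, and RNA of those cells was not measured apart. The paper states that its own gene set analysis differed between the cultures for Th2 differentiation, lymphocyte trafficking and type I interferon signaling.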

### Injection of Th2 Cells, and Not Th1 Cells, Induces Skin Disease in Lupus-Prone Mice

We reported previously that sublethally irradiated (400R) IiTGO mice, provided with Dox chow and injected with activated Th2 cells, developed lupus-like skin lesions (5). To determine whether Th1 cells could induce CLE as efficiently as Th2 cells, TLR9^-/-^ Ii-TGO recipients were sublethally irradiated (400R) and provided with Dox chow 6-18 hrs prior to i.v. injection of Th1 or Th2 DO11 T cells (**Figure 2A**). Skin lesions developed in the Th2 injected mice 3-4 weeks post transfer, but not in the mice injected with Th1 cells, as shown in images of representative mice (**Figure 2B** **)** and compiled skin score data from 4 experiments **(** **Figure 2C**). The absence of skin lesions in the Th1-injected mice was not due to the failure of KJ1-26 cells to survive or engraft the recipients, as indicated by splenomegaly (**Figure 2D**) and the initial weight loss in the Th1-injected mice (**Figure 2E**). To further compare the extent of engraftment of the injected DO11 Th1 and Th2 T cells, single cell suspensions obtained from the skin, LN and spleen of the injected mice were analyzed by flow cytometry using the KJ1-26 anti-clonotypic antibody. We found more KJ1-26+ cells in Th2 injected mice in all 3 tissues (**Figure 2F**).

**Figure 2:**
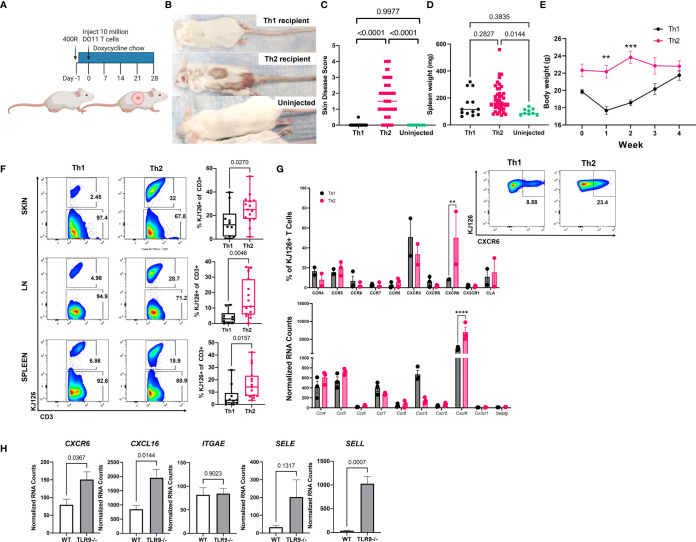
Injection of Th2, but not Th1, induces lupus-like skin lesions in mice. **(A)** Timeline for the initial induction of skin lesions created with BioRender.com. **(B)** Representative images of mice injected with Th1 or Th2 cells, compared to uninjected control. **(C)** Skin disease scores, **(D)** spleen weights and **(E)** body weights of mice (n=15 Th1, 45 Th2 and 9 uninjected mice pooled from 4 separate experiments, one and two way ANOVAs significant as indicated.) **(F)** T cell engraftment assessed by flow cytometry analysis of cell suspensions recovered from skin, lymph node (LN) and spleen tissue (n=10 Th1 and n=15 Th2 mice pooled from 2 separate experiments; two-tailed students t tests significant as indicated). **(G)**. Assessment of chemokine receptor expression by RNA (top) and flow cytometry (bottom) of *in vitro* activated Th1 and Th2 cells. **(H)** Reanalysis of gene expression in total skin of TLR9-/- versus WT control mice from Mande et al., (5) to assess ligand expression. **p<0.01, ***p<0.001 and ****p<0.0001.

Th1 and Th2 cells are known to express distinct sets of chemokine receptors and Th1 and Th2 cells use different ligands and chemokine receptors to enter the skin (14). In addition to their role in cell migration, chemokine receptors impart functional capacity on T cells. Therefore, we examined DEGs between pre- and post-injection T cells, as well as Th1 and Th2 skewed cells, to better understand factors that might be contributing to T cell function in our model. CXCR6 was significantly higher in Th2 vs. Th1 cells by both NanoString array and flow cytometry (**Figure 2G**). However, there were no significant differences in the expression of other chemokine receptors, based on both Nanostring and flow panels, that have been reported to distinguish Th2 cells from Th1 cells (e.g., CXCR3, CCR4, CCR5, or CCR8) (**Figure 3G**), even though the cells were clearly skewed to the Th2 subset, based on cytokine production and expression of the 4get reporter (**Figure 1**).

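Cxcr6, the receptor for the chemokine CXCL16, was at 2266 ± 719.5 scaled counts (SD, n = 3) in Th2 cells and 659 ± 108 (SD, n = 2) in Th1 cells. It rose in Th2 cells with a log2 fold change of 1.78 (standard error 0.41, adjusted p = 0.0130 from edgeR's quasi-likelihood test). The log2 ratio was 2.07 in experiment 1 and 1.67 in experiment 2. The call held in 15 of 16 planned settings with an adjusted p, which ran from 0.000107 to 0.0501. It was lost with total endogenous counts, where the log2 fold change was 0.89 (adjusted p = 0.0501), and by the methods' t-test on scaled counts at an unadjusted p under 0.05. The paper proposes from the receptor data, with its skin ligand data, that Th2 skewing favors entry into the skin by way of skin-homing molecules.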

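Cxcr3, a receptor for interferon-induced chemokines, was at 47.5 ± 18.6 scaled counts (SD, n = 3) in Th2 cells and 176 ± 11.2 (SD, n = 2) in Th1 cells. It fell in Th2 cells with a log2 fold change of -1.89 (standard error 0.37, adjusted p = 0.00690 from edgeR's quasi-likelihood test), and passed in 16 of 16 planned settings with an adjusted p. Ccr4 was at 199 ± 46.1 and 122 ± 91.5 scaled counts (SD, n = 3 and n = 2), a log2 fold change of 0.71 (standard error 0.47, adjusted p = 0.272) that did not pass. Its log2 ratio was -0.35 in experiment 1 and 1.98 in experiment 2, and without the Th1 sample of experiment 1 it passed at 1.80 (adjusted p = 0.0130, within 0.0130 to 0.981). With total endogenous counts it turned to -0.012. Ccr8 was at 24.8 ± 24.0 and 17.5 ± 12.2 scaled counts (SD, n = 3 and n = 2), with a log2 fold change of 0.51 (standard error 1.03, adjusted p = 0.697), and it turned negative under the 4 other scalings (-0.038 with TMM factors). Of the other receptors, Ccr2 and Ccr6 (1.46 on the log2 scale) were higher in Th2 cells. Ccr9 and Ccr3 lay at or below the limit in both Th1 samples and were at least 3.55-fold and 1.70-fold higher, Ccr9 at least 2.00-fold without the female Th2 sample. The log2 fold change of Ccr6 ran from 0.58 to 1.77 over the planned settings, and its log2 ratio of means with TMM factors was 0.82. Ccr6 passed in 4 of 15 planned settings with an adjusted p, which ran from 0.0258 to 0.331, and did not pass without either Th1 sample (1.34 and 1.59), the male (1.22) or the female Th2 sample (1.55). Ccr7 (-0.61) and Cxcr5 (1.51) did not pass, although Ccr7 passed under the 4 other scalings (-1.27 with TMM factors) and by the methods' t-test at an unadjusted p under 0.05 alone, where no gene passed at an adjusted p, and Cxcr5 passed with the replicate block and without the Th2 sample of experiment 1. Cx3cr1 was not above the limit in enough samples to be tested.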

**Figure 3:**
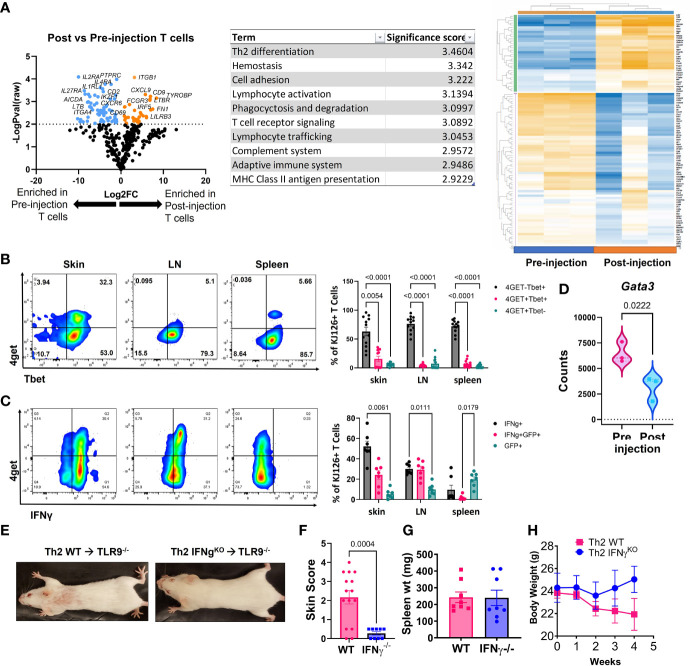
Analysis of post-injection T cells reveals a Th1-shift, and IFNγ is required for development of skin lesions. **(A)** NanoString analysis of post vs pre-injection T cells including volcano plot, GSA and heatmap generated with Rosalind software (n=3 pre-injection and n=3 post-injection enriched T cells pooled from 2 separate experiments). **(B)** Flow cytometry analysis of 4get reporter and Tbet expression in skin, lymph node (LN) and spleen of mice exhibits a Th1 switch post-injection (n=7 mice pooled from 2 separate experiments; two-way ANOVA with Tukey’s post-tests significant as indicated). **(C)** Flow cytometry analysis of 4get reporter and IFNγ expression in skin, lymph node (LN) and spleen of mice exhibits a Th1 switch post-injection (n=12 mice pooled from 2 separate experiments; two-way ANOVA with Tukey’s post-tests significant as indicated). **(D)** Assessment of *Gata3* RNA expression in pre- vs post-injection Th2 cells (n=3 pre-injection and n=3 post-injection T cells pooled from 2 separate experiments; one-tailed student’s t test significant as indicated). **(E)** Representative images of mice injected with Th2 skewed WT or IFNγ-/- DO11 cells. **(F)** Skin disease scores, **(G)** spleen weights and **(H)** body weights of mice (n=15 WT and 9 IFNγ-/- DO11 recipient mice pooled from 2 separate experiments, student’s t tests significant as indicated).

To confirm the presence of the ligands for CXCR6 and CLA in CLE mouse skin, we queried our NanoString dataset which compared RNA isolated from the skin of Th2 injected TLR9^-/-^ Ii-TGO mice (skin score 3-4) to the skin of TLR9+/+ IiTGO mice (no disease) (5). We found significant increases in *CXCL16* (ligand for CXCR6) and *SELL* (ligand for CLA) but not *SELE* (another ligand for CLA) in TLR9-/- versus WT skin (**Figure 2H**). Taken together, these data suggest that Th2 skewing promotes skin infiltration by patterning expression of skin-homing molecules, thereby allowing the Th2 cells to follow CXCL16-CXCR6 chemokine and CLA-L-Selectin integrin signals to impart functional capacities in skin.

### Antigen-Specific Th2 Cells Switch to Th1-Like Cells *In Vivo*

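T cells recovered from lesional skin were compared with the 3 Th2 cultures as they were before injection. The skin samples came from 3 mice of experiment 1, with skin disease scores of 1, 3 and 3, at about week 4. The Th2 cultures came from both experiments. The paper's results and its methods for skin cells describe enrichment by KJ1-26, which binds the DO11.10 receptor, while its NanoString methods and the sample labels name CD3 enrichment. The same 547 endogenous genes were counted. Their counts summed to 27347, 61513 and 131229 in the skin samples, and the median of the cultures was 10.8 times that of all 6 skin samples of the study. Between 163 (mouse 1) and 303 genes lay above the detection limit in a skin sample. The housekeeping geometric mean was 371 to 2287 counts, so the detection limit in scaled counts was 35.7 to 242 in these samples and 5.42 to 8.41 in the 3 Th2 cultures. A gene expressed at a low level per cell can lie below the first range and above the second. Where a gene was at or below the limit in every sample of 1 group, its fold is given as a bound, from the mean of the other group over the mean of the limits. Counts were simulated with these sample sizes and scaling factors but without a separate background level. Of genes changed 2-fold 16.8% were called, of those changed 4-fold 69.6%, of those changed 8-fold 95.1%, and of unchanged genes 0.888%. On average 501.4 genes passed the filter there and 397 in the data, so these shares may be too high for genes near the limit. The median log2 fold change of all genes tested was 0.57 with housekeeping scaling, -0.67 with TMM factors, -0.79 with DESeq2 size factors and 0.74 with total endogenous counts.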

Next, we compared the injected KJ1-26 Th2 cells to KJ1-26 T cells isolated from lesional skin 4-5 weeks post injection to identify changes in gene expression that developed during the post-injection time frame. Antigen-specific T cells were enriched from the skin using KJ1-26 magnetic beads for positive selection. NanoString analysis of RNA isolated from these cells revealed 150 differentially expressed genes (DEGs) between injected and 4 wk post-injection KJ1-26+ T cells. 

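Of 397 genes tested, 147 were higher and 88 were lower in T cells from lesional skin than in the Th2 cultures, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The chemokine Ccl8 rose most, from below the limit in all 3 cultures to 9935 ± 7388 scaled counts in skin (SD, n = 3), at least 1539-fold and 889-fold without mouse 1. The complement genes C1qa, C1qb, C4a and C3 were at least 197-fold, 198-fold, 151-fold and 119.8-fold higher, and 12 of 15 complement genes were higher and none lower, also when adjusted over the list alone (camera adjusted p = 0.000560, and adjusted p = 0.874 with an estimated correlation). Tyrobp, a signaling adaptor of myeloid cells, was at 2617 ± 1296 scaled counts in skin and 16.6 ± 3.46 in the cultures (SD, n = 3 each), a log2 fold change of 7.29 (standard error 0.59, adjusted p = 2.39e-05). Of 20 myeloid markers, 18 were higher and none lower (19 when adjusted over the list alone; camera adjusted p = 1.03e-05, and adjusted p = 0.874 with an estimated correlation), among them Fcgr4 (at least 34.2-fold). The monokine gene Il1b, outside that list, was at least 63.5-fold higher. Of 22 stromal, endothelial and epithelial markers, 16 were higher and 2 lower, with the same counts when adjusted over the list alone and 13 and 4 with DESeq2 size factors (camera adjusted p = 0.00139, and adjusted p = 0.874 with an estimated correlation), including fibronectin, Fn1, at 6.20 (standard error 0.67, adjusted p = 6.46e-05) and 6.94 without the male Th2 sample, and Cxcl12 (at least 39.6-fold). Of 23 T cell identity and receptor signaling genes, 14 were lower and 1 higher, also when adjusted over the list alone (camera adjusted p = 1.03e-05, and adjusted p = 0.874 with an estimated correlation). Il2ra, the IL-2 receptor alpha chain, the costimulator Icos and the granzyme genes Gzma and Gzmb lay below the limit in all 3 skin samples, at least 88.1-fold, 36.6-fold, 142-fold and 27.8-fold lower. Without mouse 1 these 4 bounds were 2.46 times as high, while those of C1qa, C1qb and Fcgr4 were 109.7-fold, 116-fold and 10.8-fold. By the methods' t-test on scaled counts Ccl8, C1qa, C1qb and Fcgr4 did not pass at an unadjusted p under 0.05. T cell genes made up 1.43% of endogenous counts in skin and 12.0% in the cultures, myeloid markers 8.13% and 0.307%, and stromal, endothelial and epithelial markers 6.39% and 3.40%, as means over 3 samples each. Background counts were not removed from these shares. In skin 12 of the 24 T cell genes on the panel lay at or below the limit in every sample, so part of the 1.43% may be background. With TMM factors 106 genes were higher and 174 lower, and with DESeq2 size factors 102 and 183, while 190 genes, 102 higher and 88 lower, were called in the same direction under all 4 scalings. Within experiment 1, where the cultures give 1 sample, 143 genes passed.

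**Figure D2:**
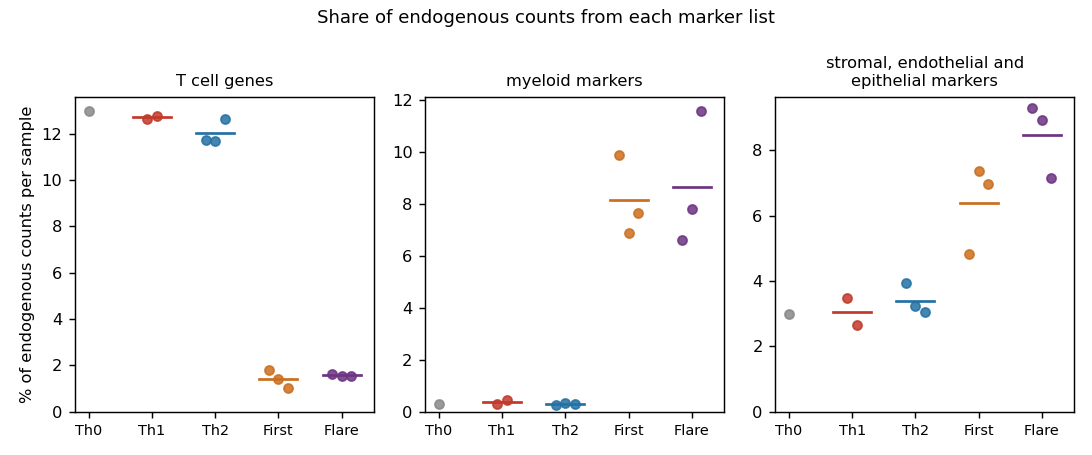
Share of endogenous counts (%) from 3 marker lists, with 1 point per sample and a line at each group mean (Th0 n = 1, Th1 n = 2, and Th2, first lesions and flare n = 3 each). T cell genes lie near 12.0% in Th2 cultures and 1.43% in first lesions, and myeloid markers near 0.307% and 8.13%. Background counts are included in these shares.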

T cells isolated from lesional skin showed the upregulation of interferon-stimulated genes (ISGs), including *IRF5*, *IFIH1*, and *MX1* (**Figure 3A**). 

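Irf5, a transcription factor downstream of nucleic acid sensing, was at 222 ± 162 scaled counts in T cells from skin and 32.7 ± 6.94 in the Th2 cultures (SD, n = 3 each), a log2 fold change of 2.72 (standard error 0.58, adjusted p = 0.00313 from edgeR's quasi-likelihood test). Ifih1, the cytoplasmic RNA sensor MDA5, was at 185 ± 85.9 and 23.6 ± 14.5 scaled counts, a log2 fold change of 2.94 (standard error 0.59, adjusted p = 0.00235). Mx1, an antiviral effector, was at 291 ± 235 and 22.7 ± 2.55, a log2 fold change of 3.63 (standard error 0.64, adjusted p = 0.00112). Of 12 type I interferon-stimulated genes, 5 rose, none fell and 7 did not pass (4 rose when adjusted over the list alone), while 4 were higher and 4 lower with TMM factors or with DESeq2 size factors. The others that rose were Cxcl10, at least 32.1-fold, and Ifitm1, with a log2 fold change of 1.44. Bst2 (0.87) and Irf7 (1.85) did not pass. The list had an adjusted p of 0.386 by camera, and adjusted p = 0.918 with an estimated correlation. Cxcl9, an interferon gamma-induced chemokine, rose by 4.66 (standard error 0.67, adjusted p = 0.000326) on the log2 scale. Markers of other cells moved with these genes: the monocyte genes Cd14 (at least 92.3-fold) and Fcgr3 (log2 fold change 5.20) rose, as did 2 of 7 dendritic and Langerhans cell markers (1 when adjusted over the list alone; camera adjusted p = 0.308, and adjusted p = 0.907 with an estimated correlation), with Cd209g at least 47.1-fold higher. The Cd14 bound was 55.8-fold without mouse 6, and that of Cd209g 22.3-fold without mouse 1. The Ifih1 call was lost with experiment as a replicate block, at 2.17 (adjusted p = 0.0593, within 2.44e-06 to 0.104 over the planned settings with an adjusted p), and in experiment 1 alone. Without mouse 1 the log2 fold changes of Irf5, Mx1, Cxcl9 and Fcgr3 were 2.00, 2.83, 3.94 and 4.42, and that of Ifih1 was 3.56 without the Th2 sample of experiment 1. With TMM factors the log2 ratios of means of Irf5, Ifih1, Mx1 and Cxcl9 were lower, at 1.24, 1.66, 2.12 and 3.17. By the methods' t-test on scaled counts Irf5, Mx1, Cxcl9, Cd14 and Fcgr3 did not pass at an unadjusted p under 0.05.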

The data also showed decreased expression of Th2-related genes including *IL4RA*. These data, combined with the observation that the Th2 upregulated other ISGs led us to further examine the cytokine profile of post-injection DO11 4get T cells.

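Il4ra, a chain of the receptors for IL-4 and IL-13, fell from 4140.1 ± 251 scaled counts in the Th2 cultures to 240.0 ± 82.6 in T cells from skin (SD, n = 3 each). Its log2 fold change was -4.13 (standard error 0.46, adjusted p = 7.76e-05 from edgeR's quasi-likelihood test), and all 17 planned settings kept the call. Of 14 Th2 programme genes, 7 were lower, 1 was higher and 6 did not pass, with the same counts when adjusted over the list alone. The list had an adjusted p of 0.00175 by camera, and adjusted p = 0.874 with an estimated correlation. Il1rl1 fell with a log2 fold change of -4.77 (standard error 0.63, adjusted p = 0.000197). Il10, Il4 and Irf4 lay at or below the limit in all 3 skin samples, at least 6.02-fold, 5.83-fold and 4.47-fold lower than in the cultures. Nfil3 fell by 1.75 on the log2 scale, and Ccl24, which macrophages also express, rose by 3.39. Pan-T cell genes moved with this group: Cd3d had a log2 fold change of -6.26 (standard error 0.62, adjusted p = 4.52e-05), the adhesion receptor Cd2 of -3.78 (standard error 0.46, adjusted p = 0.000119), and the T cell receptor kinase Lck was at least 18.3-fold lower. Without mouse 1 the bounds of Il10, Il4, Irf4 and Lck were 2.46 times as high, Il1rl1 was at -5.40 and Cd3d was lower still. Of 24 genes that the paper names for this comparison, 12 were higher and 10 lower, also when adjusted over the list alone, and the study chose them on these samples, so their count is not independent evidence of direction.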

We tracked 4get expression in both *in vitro* and *ex vivo* from T cells, in addition to staining for IFNγ. By 4 weeks post Th2 cell injection a high proportion of KJ1-26+ T cells in the skin and skin-draining LN (sdLN) exhibited a Th1-like phenotype, as defined by Tbet and IFN-γ expression (**Figures 3B, C** **)**. Intriguingly, ~75% of the T cells in the skin were Tbet+/IFNg+ and of these, 25% also were also GFP^+^. Lower GFP detection in combination with Tbet staining may be due to the transcription factor fixation/nuclear permeabilization protocol, which is more harsh than the reagents used for intracellular cytokine staining. 

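Gata3 was at 1197 ± 395 scaled counts in T cells from skin and 2100.1 in the Th2 cultures (n = 3 each). Its log2 fold change was -0.81 (standard error 0.40, adjusted p = 0.110 from edgeR's quasi-likelihood test), which did not pass. Gata3 passed in 2 of 17 planned settings with an adjusted p, at -1.79 with TMM factors and -1.91 with DESeq2 size factors, over adjusted p from 0.00508 to 0.406. The one-tailed form of the methods' t-test on scaled counts gave an unadjusted p of 0.0154, and the two-tailed form 0.0308. In the same skin samples Cd3e, a chain of the T cell receptor complex, lay below the limit in all 3 and was at least 12.6-fold lower than in the cultures. Tbx21 was at or below the limit in all 6 skin samples of the study, with unscaled counts of 5 to 11. The 74.3 scaled counts of the Th1 cultures would also lie below the limits of first-lesion mouse 1 (242) and flare mice 1 (135) and 2 (159). Those samples could not have shown Tbx21 at that level. The limits of first-lesion mice 3 (35.7) and 6 (54.5) and flare mouse 12 (66.0) lay below it. Scaled counts cover all RNA of a preparation, however, and Cd3e was far lower in first lesions than in the cultures. If T cell RNA is diluted there, a Th1 level per T cell could lie below these limits too. The absence of Tbx21 does not settle its level in T cells. Of 18 Th1 programme genes, 4 were higher, 1 was lower and 13 did not pass, while with TMM factors 2 were higher and 8 lower. The counts were the same when adjusted over the list alone (camera adjusted p = 0.723, and adjusted p = 0.918 with an estimated correlation). The chemokines Ccl3 (2.63), Ccl4 (2.93) and Ccl5 (2.39) and the receptor chain Ifngr2 (1.14) rose, as log2 fold changes, and Il12rb1 lay below the limit in skin, at least 2.72-fold lower. Without mouse 1 the bounds of Cd3e and Il12rb1 were 2.46 times as high. From the reduction of Gata3, with its flow cytometry of the 4get reporter, T-bet and IFNγ, the paper concludes that the injected T cells switch from Th2 to a Th1-like subset.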

*Gata3*, a master regulator of Th2-associated gene expression, was also reduced in the post-injection T cells expression (**Figure 3D**). Together, these data indicate that the injected KJ1-26+ T cells switch from a Th2 to a Th1-like subset and acquire the capacity to produce IFNγ.

### DO11 IFN-γ Production Is Required for Skin Disease

To understand the significance of IFN-γ to development of skin disease, we skewed WT or IFN-γ^-/-^ DO11 T cells towards a Th2 phenotype and injected them into host mice. IFN-γ^-/-^ DO11 failed to induce skin lesions in mice (**Figures 3E, F** **)**, despite inducing splenomegaly and an initial drop in body weight (**Figures 3G, H** **)**. These data indicate that the switch towards a Th1 phenotype is required for the development of skin disease in this model.

### DO11 Memory T Cells Maintain Their Th1 Phenotype Following Reinduction of Skin Disease

CLE is cyclical, with relapsing and remitting flares of cutaneous lesions. To model disease flares, mice that had developed skin disease were taken off Dox chow to allow the skin lesions to heal. Dox chow was then readministered to these mice 4 weeks later to reinduce the model autoantigen (**Figure 4A**). Within two weeks, skin disease recurred (**Figure 4B**) without the injection of additional DO11 T cells. Sera collected during the initial clinical presentation and at the time of flare were assayed by protein array to determine whether cytokine titers increased in the mice with flares. We found increases in IL28 (IFNλ) and IFN-γ in flares versus initial clinical presentation (**Figure 4C**). Cytokine titers in the sera of flare control mice, which did not receive the second course of Dox chow, were comparable to those detected during the initial response.

**Figure 4:**
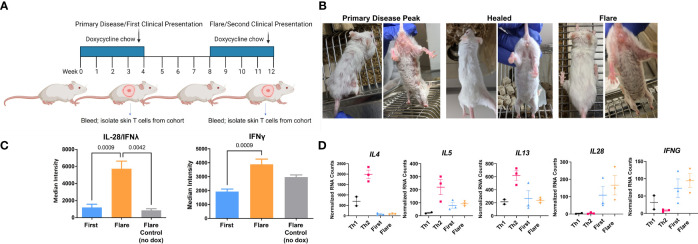
*In vivo* acquired Th1 phenotype is maintained by memory T cells. **(A)** CLE flare model diagram created with BioRender.com. **(B)** Sample clinical photographs of initial induction and reinduction of skin lesions. **(C)** RayBiotech array analysis of serum from mice at the time of the initial occurrence of skin lesions and the reinduction of skin lesions. **(D)** Comparison of *in vitro* activated T cells and KJ-126+ T cells recovered from the initial and reinduced skin lesion by NanoString gene expression analysis (n=2-3 cultured cell batches and 3 mice per group pooled from 2 independent experiments).

To determine whether these cytokines could be T cell derived, RNA isolated from the cultured Th1 and Th2 cells was compared to T cells isolated from the skin during the initial and flare responses. Gene transcription was assessed with the NanoString probe set as in **Figure 3**. 

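T cells from flare lesions were taken from 3 mice at week 12, mice 1 and 2 of experiment 1 and mouse 12 of experiment 2, with skin disease scores of 1, 0.5 and 2. They were set beside the 3 samples from first lesions, all of experiment 1, and only mouse 1 carries the same number at both times. Endogenous counts summed to 25925, 29279 and 55349 in the flare samples, and 217 to 295 genes lay above the detection limit. The housekeeping geometric mean was 349 to 838 counts, which puts the limit at 66.0 to 159 scaled counts. Of 277 genes tested, none differed between flare and first lesions at an adjusted p under 0.05 from edgeR's quasi-likelihood test (lowest adjusted p = 0.378). At an unadjusted p under 0.05 there were 30 genes, 28 of them higher at flare. DESeq2's Wald test called 10 genes, all higher at flare, limma called 0, and edgeR with TMM factors called 3. These 3 were the T cell chemoattractants Ccl5 (-1.62) and Cxcl9 (-1.62), lower at flare, and Lif (2.27), higher, as log2 fold changes. The complement gene C4a (1.96), the signaling kinase gene Tbk1 (1.20) and the transcription factor gene Nfatc2 (1.92) had an unadjusted p under 0.01 and were among the 10 of DESeq2. On counts simulated without a separate background level, 21.3% of genes changed 2-fold, 79.9% of those changed 4-fold and 97.8% of those changed 8-fold were called. These shares may be too high for genes near the limit. The median log2 fold change was 0.42 with housekeeping scaling, -0.15 with TMM factors and -0.12 with DESeq2 size factors. Of 20 gene lists tested by camera, none passed, and fry and an estimated correlation also gave 0. When adjusted over each list alone, 3 of 10 innate cytokine genes were higher and 1 lower, and no gene of the other lists passed. Without the first-lesion sample of mouse 3, 3 lists passed.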

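Il4 was at 646 ± 91.0 scaled counts in the Th2 cultures (SD, n = 3), with unscaled counts of 1711 to 1933. In all 6 skin samples it lay at or below the detection limit, with unscaled counts of 5 to 18, at least 5.39-fold lower at flare than in the cultures. Il5 was at 72.0 ± 33.2 scaled counts in the cultures (SD, n = 3) and also at or below the limit in all 6 skin samples, with counts of 5 to 21. The 72.0 scaled counts would lie below the limits of first-lesion mouse 1 (242) and flare mice 1 (135) and 2 (159). Those samples could not have shown Il5 at the culture level. The difference of Il5 from the cultures did not pass in first lesions (adjusted p = 0.0875 from edgeR) or at flare (adjusted p = 0.117). It passed in 5 of 17 and 4 of 17 planned settings with an adjusted p, which ran from 0.000124 to 0.933 and from 0.000384 to 0.534. Il13 had unscaled counts of 15 to 54 in skin and lay above the limit in 2 of 3 first-lesion samples and 1 of 3 flare samples. Its log2 fold change against the cultures was -1.05 (standard error 0.58, adjusted p = 0.147) in first lesions and -1.04 (standard error 0.30, adjusted p = 0.0105) at flare. The first of these passed in 5 of 17 planned settings with an adjusted p, which ran from 4.69e-05 to 0.711, and without mouse 1 it passed at -1.89 (adjusted p = 0.00109). The flare call of Il13 was lost in experiment 1 alone, at -0.48 (adjusted p = 0.239), with all 12 samples in 1 fit, at -1.03 (adjusted p = 0.0973), and without the female Th2 sample, within 1.99e-05 to 0.239 over the planned settings with an adjusted p. With TMM factors the log2 ratios of means against the cultures were larger, at -2.52 in first lesions and -2.86 at flare for Il13. Those of Il5 were -2.65 and -2.75. Il28a, an interferon lambda gene, had unscaled counts of 8 to 21 in skin, and Ifng of 6 to 21, and both lay at or below the limit in 6 of 6 skin samples. Scaled counts of Il28a were 70.3 ± 39.9 at flare and 43.5 ± 37.9 in first lesions (SD, n = 3 each; exact two-sided permutation test, p = 0.5). Those of Ifng were 40.0 ± 14.2 and 28.8 ± 20.3 (SD, n = 3 each; exact permutation p = 0.4), where 0.1 is the smallest p that 3 against 3 allow. The mean of the negative controls, scaled in the same way, was 61.3 ± 16.4 at flare and 58.0 ± 67.8 in first lesions. In the cultures Il28a lay at or below the limit in all 6 samples, and Ifng lay above it in 1 of 2 Th1 samples. Ifng was at 9.57 ± 8.74 scaled counts in the Th1 cultures (SD, n = 2), a level below the limit of every skin sample. T cell genes made up 1.58% of endogenous counts at flare and myeloid markers 8.66%. Background counts were not removed from these shares, and 11 of 24 T cell genes lay at or below the limit in every flare sample. From the cytokine pattern, the paper concludes that the Th1-like phenotype of the first response persisted in memory T cells.

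**Figure D3:**
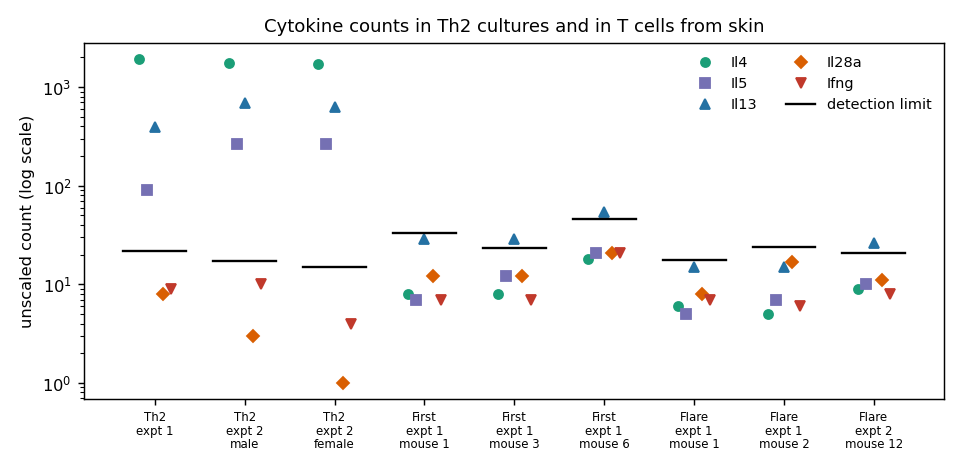
Unscaled counts of 5 cytokine genes on a log axis in the 3 Th2 cultures, the 3 first-lesion and the 3 flare samples, with a bar at each sample's detection limit. Il4, Il28a and Ifng lie at or below the bar in all 6 skin samples, and Il13 lies above it in 3 of them.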

We found that T cells isolated from the skin showed minimal expression of *IL4, IL5* and *IL13*, but did express *IL28* and *IFNγ*, both of which trended higher at time of flare (**Figure 4D** **)** Taken together, these data indicated that the Th1-like phenotype, established during the primary response, persisted in the T cell memory compartment.

## Discussion

In the current study we have explored the role of specific T cell subsets in an SLE-like model of inflammatory skin disease. We found that the injection of *in vitro* skewed Th2 cells induced skin lesions under conditions where *in vitro* skewed Th1 cells did not. Nevertheless, antigen-specific T cells isolated from lesional skin 4 weeks post the initial induction of disease displayed a Th1-like and not Th2-like phenotype, and the acquired Th1 phenotype persisted in memory T cells even when the autoantigen levels decreased upon withdrawal of doxycycline chow.

The injected Th2 cells preferentially expressed CXCR6, consistent with reports that CXCR6 mediates skin homing. The ligand for CXCR6, CXCL16, was recently reported to be elevated in juvenile SLE patients, and was strongly associated with alopecia, malar rash, and nephritis (16). CXCL16 is produced by keratinocytes (17, 18), and induced by TLR7 ligation (19). TLR7 plays a key role in the current CLE mouse model (5) as well as in human CLE [reviewed in (20)]. Further, CXCL16 is constitutively expressed by keratinocytes and is upregulated by UV light, a known trigger of CLE (18). Recent studies have also identified CXCR6 on skin effector T cells in the context of melanoma (21) and on skin resident memory T cells (Trm) in melanoma-associated vitiligo (22).

Th2 cells were long believed to be stably committed effector cells that were resistant to Th1 skewing conditions. However, there is precedent for Th2 cells to retain a degree of plasticity that enables them to adapt to changes in their microenvironment [reviewed in (23)] Examples include the role of increased type I IFN signaling following lymphocytic choriomeningitis (LCMV) viral challenge (24, 25). The Th2 cells used to induce disease in the current study produced IL-4 and failed to produce IFNγ, but they were only cultured with skewing antibodies and cytokines during the initial culture period and may not have been fully committed to the Th2 lineage (26). We hypothesize that in the immune microenvironment of CLE mice, TLR7-driven production of type I IFNs by pDCs, keratinocytes or other innate immune effector populations may skew the adoptively transferred Th2 cells towards a Th1 phenotype. Despite their inability to produce either IL4 protein or IL4 transcripts, a significant number of 4-GET KJ1-26+ cells in the CLE mice still expressed GFP, perhaps reflecting an active IL-4 promoter. Nevertheless, expression of *Gata3*, the master regulator of Th2 differentiation was significantly reduced in cells isolated from the lesional skin at weeks when compared to cultured Th2s. Hence, future studies will explore the histone methylation status of the Th1 or Th2 associated promoters during different stages of CLE pathogenesis.

Nevertheless, we cannot rule out the possibility that non-Th2 cells present in the initial innoculum further developed *in vivo* into disease inducing Th1 effector cells. We believe this is unlikely, since we have never found that the injection of Th1 cells led to the development of skin disease. It is also possible that activated Th2 cells have a selective survival advantage *in vivo* since they do not express the high levels of FasL found on Th1 cells, but in preliminary studies, DO11 Fas-deficient (lpr/lpr) Th1 cells still failed to induce skin disease.

Our findings showed higher levels of other serum cytokines including IL-12p70, IL-28 (also known as IFN-λ2/3), and TNF-α during CLE flare compared to the initial response. IFNλs have type I IFN-like activity and act primarily on epithelial cells. There are reports of high IFNλ and the IFNλ receptor in keratinocytes of CLE lesional skin (27). Elevated blood levels of IFNλ3, as well as increased *IFNL2* and *IFNL3* mRNA have been detected in blood CD4+ T cells of lupus-prone mice and patients (28, 29). TNF family members are elevated in lupus patients (30) and are shed at higher rates preceding flares (31). Further, elevated serum levels of IL-4, IL-5, IL-6, and IFN-γ precede autoantibody positivity in systemic lupus patients (32). Taken together, these studies of serum cytokines mirror what we observed in our flare model and support the idea that a plastic T cell pool may promote clinical manifestations in human patients.

In conclusion, our findings highlight the role of Th2 in the initiation of skin lupus in mice. We hypothesize that differences in chemokine receptors and ligands expressed on Th2 vs. Th1 cells enable Th2 cells to enter the skin and establish disease. *In vivo*, Th2 cells acquire an IFN-γ^+^ phenotype associated with the establishment and maintenance of skin disease. We also found that the IFN-γ producing function of Th cells is potentiated during the flare. One interesting implication of the current study is that Th2 cells, responding to foreign allergens in the skin, may on occasion recognize other self or foreign epitopes, and in the context of an ongoing inflammatory response, trigger the onset of SLE. The ability to readily induce flares in this model also point to persistent autoreactive T resident memory cells as potential therapeutic targets.

## Materials and Methods

### Mice

All mice were housed in pathogen-free facilities at UMMS, and procedures were approved under protocol #2096 by the UMMS Institutional Animal Care and Use Committee and in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals. Mice used for these studies were on the Balb/c background. Age and sex-matched mice were used, and both male and female mice of all strains were tested to avoid gender bias. Replicate experiments were performed two to five times.

Recipient TLR9KO Ii-TGO and WT Ii-TGO controls were generated as previously described (5). BALB/c DO11 mice (C.Cg-Tg [DO11.10]10 Dlo/J; Jackson Laboratory stock no. 003303) or Rag-/- DO11 mice (C.Cg-Rag1tm1Mom Tg(DO11.10)10Dlo/J; stock no. 030666) bred to IL-4/GFP-enhanced transcript (4get) mice (C.129-Il4tm1Lky/J; stock no. 004190) were used as T cell donors.

### T Cell Skewing

Magnetic bead-purified DO11 CD4+ T cells (BD IMag magnetic particles) were activated using OVA peptide–pulsed (323-339, *In vivo*gen) irradiated spleen cells (as source of APCs) as described previously (33). Th1 cells were cultured with recombinant mouse IFNγ (10ng/mL) and anti-IL4 antibody (10ug/mL); Th2 cells were cultured with recombinant mouse IL-4 (10ng/mL) and anti-IFNγ (XMG2.1 10ug/mL) and anti-IL12p40 (10ug/mL). All cells (including unskewed Th0) received recombinant mouse IL-2 from J2 supernatant to promote survival and expansion. Cells were split on day 2, fed IL-2 on day 3, and split again on day 4. By day 7, the cells had rested and were re-activated, but not re-skewed, with another batch of OVA-pulsed splenocytes. Cells were harvested on day 10 at the peak of activation post-restim.

### RayBiotech Array

Supernatants from restimulated T cells and/or serum from CLE mice were assayed in the RayBiotech Th1/Th2/Th17 mouse Quantibody array per the manufacturer’s protocol. Slides were shipped for scanning array service and data were analyzed by taking the median fluorescence intensity minus the background fluorescence from blank control wells. Data are deposited on GEO Database under accession # GSE186095.

### NanoString Analysis

RNA was extracted from polarized cultured T cells, and from post-injection CD3 column-enriched (Miltenyi biotech) T cells from CLE mouse skin using Qiagen RNEasy mini kits. RNA was hybridized for ~18h (BioRad CFX thermocycler) and assayed in the NanoString mouse Immunology panel per the manufacturer’s instructions. Data were analyzed with Rosalind software using NanoString partner analysis. Data are deposited on GEO Database under accession # GSE185355.

### CLE Induction

10^7 activated and skewed T cells were injected i.v. into sublethally irradiated (4 Gy) age- and sex-matched TLR9WT or TLR9KO Ii-TGO recipient mice. To induce expression of the TGO transgene in the MHCII cells, mice were fed with 200 mg/kg of Dox chow (Bio-Serv). For CLE flares, mice were kept on chow for 4-5 weeks, allowed to heal for 4 weeks, then Dox chow was reintroduced.

### Flow Cytometry

Single-cell suspensions obtained from spleen, sdLNs, and skin were analyzed by flow cytometry using fluorochrome-conjugated mAbs listed in **Table S1**. Zombie Aqua or Zombie NIR (Biolegend) was used to distinguish live and dead cells. Intracellular staining was carried out on cells incubated with Brefeldin A (Biolegend) in all tissue digestion and FACS staining buffers, approximately for 4 hours. Cells were permeabilized and fixed with transcription factor staining buffer (Invitrogen) or Cytofix/Cytoperm (BD Biosciences) and subsequently incubated with fluorochrome-conjugated mAb to mouse IFN-γ (clone XMG1.2, eBioscience), IL4 (clone 11B11, Biolegend), Tbet (clone 4B10, Biolegend), or GATA3 (clone TWAJ, eBioscience). Flow cytometric analysis was carried out using a Cytek Aurora, and analysis was conducted with FlowJo software 9.7.6 (TreeStar).

### Cell Isolation From Skin

Cells were isolated from the skin as described previously (5). Briefly, shaved dorsal skin was harvested, minced, and digested for 45 minutes at 37°C with 2.0 mg/ml collagenase XI from Clostridium histolyticum (Sigma-Aldrich), 0.5 mg/ml hyaluronidase from bovine testes (Sigma-Aldrich), and 0.1 mg/ml DNAse (Sigma-Aldrich). Single cells were washed with 10% cRPMI, filtered through a 100 μm filter, and stained for flow cytometry staining as described above. For samples to be used for ICS, Brefeldin A was added to the digestion buffer and surface stain cocktail. For enrichment of antigen-specific T cells from skin, we used PE-conjugated KJ1-26 antibody and a PE positive selection kit (Miltenyi biotech).

### Statistics

Statistical analyses were performed using Prism software version 7.0 (GraphPad). Experiments are reported as mean ± SEM. Data were analyzed using a 2-tailed Student’s t test for comparison between 2 data sets. Multiple comparisons were analyzed by 1-way ANOVA and 2-way ANOVA, followed by Tukey’s multiple-comparison *post hoc* test. Differences were considered significant at a P value of less than 0.05.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, SuperSeries #GSE186096, containing accession # GSE186095 and GSE185355.

## Ethics Statement

The animal study was reviewed and approved by University of Massachusetts Chan Medical School Institutional Animal Care and Use Committee.

## Author Contributions

Conceptualization: AM-R and JR; Methodology: AM-R and JR; Software Programming: N/A; Validation/Verification: GR, N-SH, and KA; Formal analysis: N-SH, PM, GR, and JR; Investigation: N-SH, PM, TB, KP, SS, SM, KH, KA, AM-R, and JR; Resources: JR and AM-R; Data Curation: N-SH, PM, and JR; Writing - Original Draft: N-SH and JR; Writing - Review and Editing: All authors; Visualization: N-SH, PM, KH, TB, JR, and AM-R; Supervision: JR and AM-R; Project administration: JR and AM-R; Funding acquisition: JR and AM-R. All authors contributed to the article and approved the submitted version.

## Funding

Supported by NIH grants 1R21AI136253 - 01A1, 1R21 AI145097-02 (to AM-R), a Women’s Health Career Development Award from the Dermatology Foundation, a Target Identification in Lupus Award from the Lupus Research Alliance, and a Pilot Program Project grant from the UMass Center for Clinical and Translational Science, made possible through NIH grant # UL1-TR001453 (to JR). Flow cytometry and confocal microscopy equipment used for this study is maintained by the UMass Chan Flow Cytometry Core Facility and Morphology Core Facility.

## Conflict of Interest

Author PM is employed by Q32 Bio Inc. JR is an inventor on patent application #15/851,651, “Anti-human CXCR3 antibodies for the Treatment of Vitiligo” which covers targeting CXCR3 for the treatment of vitiligo; and on patent #62489191, “Diagnosis and Treatment of Vitiligo” which covers targeting IL-15 and Trm for the treatment of vitiligo.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

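RNA was counted with the NanoString mouse Immunology code set in 12 samples: 1 Th0, 2 Th1 and 3 Th2 cultures of DO11.10 T cells, and T cells recovered from the skin of 3 mice at their first lesions and of 3 mice at flare, all injected with Th2 cells. The authors deposited digital counts per probe that were not scaled, and the deposited table gives no step that was applied to the counts after the instrument read them (lowest count 1). It holds 547 endogenous genes, 14 housekeeping genes, 6 positive controls and 8 negative controls. Of the probes' RefSeq accessions, 537 were found in the annotation of mouse assembly GRCm38.p6, which was used for names only, and 13 symbols differed from it; gene names are given as deposited.

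Each sample was scaled by the geometric mean of the 7 housekeeping genes above the detection limit in all samples, where the limit is the mean plus 2 SDs of the sample's negative controls. Genes above the limit in at least as many of the compared samples as the smaller group holds were tested on the counts with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with the scaling as an offset and a threshold of 0.05 on the adjusted p (Benjamini-Hochberg over the genes tested). The comparisons were Th2 against Th1 cultures, first lesions against Th2 cultures, flare against first lesions and flare against Th2 cultures, and first lesions and flare against Th1 cultures for the cytokine genes. Standard errors are the log2 fold change over the square root of the F statistic. Where every sample of a group lies at or below the limit, the fold is a bound, from the mean scaled count of the other group over the mean of the first group's scaled limits. Fixed gene lists with at least 3 tested genes were compared with the other tested genes by camera in limma 3.58.1, on log2 scaled counts with a pseudocount of 1 and a preset correlation of 0.01, and with an estimated correlation as an alternative. Fry, a further alternative, tests a list for movement one way on balance, with no comparison to other genes. There were 22 such lists in Th2 against Th1 cells and in the skin samples against Th2 cells, and 20 in flare against first lesions. Camera's direction is relative to the other genes, so it was downward for lists whose median log2 fold change lay above 0, as for type I interferon-stimulated genes (0.31), chemokine receptors (0.79) and skin homing genes (0.46) in Th2 against Th1 cells and the Th1 programme (0.32) in first lesions against Th2 cells. Exact permutation tests were used for cytokine genes at or below the limit.

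The genes named for a comparison were, by a rule fixed in advance, the 10 with the largest positive and the 10 with the largest negative log2 fold change among those that passed with groups that did not overlap, every gene the paper names or prints in a figure for it, and 2 to 4 examples of the Th1, Th2 and type I interferon lists. The paper's figures had been seen when the rule was written. Some of these genes are not reported here, and the counts over named genes leave them out. Bst2, Irf7, Cxcl10, Ccl3, Ccl4, Ccl5, Ifngr2, Il12rb1, Runx3, Irf4, Nfil3, Ccr3, Ccr9, Cd209g, Lif, Nfatc2, Tbk1, and H2-Aa and Ccrl2 in the closing part, fall outside it in at least 1 comparison and were chosen after their values were seen. The same holds for Cd24a, Cd79b and Ms4a1 and, in the closing part, Ctss. The lists were the Th1 and Th2 programmes, Th17 and Treg genes, type I interferon-stimulated genes, interferon-gamma-inducible and antigen presentation genes, MHC class II presentation, chemokine receptors, chemokines, skin homing and residency, T cell identity and receptor signaling, T cell activation, cytokine receptors of lymphocyte growth, cytotoxic genes, complement, interferons and their receptors, innate cytokines, survival genes, and markers of myeloid, dendritic, neutrophil, B, mast, and stromal, endothelial and epithelial cells.

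The alternatives were TMM factors, DESeq2 size factors (DESeq2 1.42.0) and total endogenous counts in place of the housekeeping genes, the Cd3 chain genes as reference in the cultures, no filter, at least 50 counts in every sample of a group, DESeq2's Wald test, limma on log2 scaled counts, subtraction of the negative control mean before limma, all 12 samples in 1 fit, unadjusted thresholds of 0.01, or of 0.05 with a fold of at least 1.5, the experiment as a replicate block, 1 experiment alone, each sample left out in turn, and the methods' t-test on scaled counts. Counts of settings and ranges of adjusted p leave out the unadjusted thresholds and the t-test, which was read gene by gene at an unadjusted p under 0.05. In 5 simulated count tables per comparison, with 200 changed genes each, a gene's starting level was its mean over both groups, without a separate background level. Shares called there may be too high for genes near the limit. The test was also run on these tables. For Th2 against Th1 cells it called 44.0%, 96.2% and 100% of genes changed 2-fold, 4-fold and 8-fold and 1.63% of unchanged ones, and for flare against Th2 cells 36.0%, 90.2%, 95.4% and 1.73%. Of 20 lists shifted 4-fold in simulation, 20 were found in the right direction, and 2 unshifted lists were called. The simulated genes were drawn independently, so this does not show how camera performs on correlated genes. Endogenous counts per sample ranged from 25925 to 481131, and replicate samples differed by more than counting noise, with a chi-square per degree of freedom of at least 3.29 in every pair of replicates. Flow cytometry, ELISA, serum arrays and histology were not analysed here.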

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

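The comparison of Gata3 with the Cd3 chains and the counts without the genes that the paper names were chosen after the result was seen. Signals beyond those genes were found in 3 lists, each above the level in the Th2 cultures. Chemokines were higher for 14 of 16 genes in first lesions and for 14 of 16 at flare, with none lower, led by Ccl8 (camera adjusted p = 0.000234 and 0.000945). Myeloid markers were higher for 18 of 20 and 21 of 22 (1.03e-05 and 1.87e-05), with Cd14 among them. Stromal, endothelial and epithelial markers were higher for 16 of 22, with 2 lower, and 18 of 21, with 1 lower (0.00139 and 0.00321), with Cxcl12 among them. Without the genes that the paper names, 12 of 14 and 12 of 14 chemokines, 15 of 17 and 18 of 19 myeloid markers and 13 of 19 and 15 of 18 stromal, endothelial and epithelial markers were higher. With an estimated correlation the adjusted p was 0.874 for each list in first lesions, and 0.136, 0.136 and 0.343 at flare.

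Genes higher in first lesions than in Th2 cells could come from background counts enlarged by the scaling or from other cells of the skin. Of the 147 genes called higher, 5.44% lay at or below the detection limit in 2 or more first-lesion samples. The filter lowers this share, since a gene had to lie above the limit in at least 3 of the compared samples. The 25 genes at or below it in all 3 cultures could not have counted, so the share does not decide on background. Subtraction of the negative control mean left fewer genes higher and more lower. Of 42 tested myeloid and stromal markers 81.0% were higher, and of 355 other genes 31.8%, a ratio of 2.54 (one-sided Fisher's exact test, p = 9.34e-10). RNA of other cells in the skin preparations would give such a ratio, although enrichment with CD3 or KJ1-26 beads is meant to remove those cells. Fisher's test treats genes as independent, while all were measured in the same samples, so its p does not measure the spread between samples. By camera with an estimated correlation each list had an adjusted p of 0.874. Of these lists, 10 of 31 myeloid and 13 of 30 stromal genes lay above the limit in every Th2 culture too, and some genes of these lists, such as C1qa and C3, are complement genes too. T cell identity genes made up 1.03% to 1.82% of endogenous counts in first lesions and 11.7% to 12.6% in Th2 cultures. In first-lesion mice 1, 3 and 6, 0, 1 and 0 of 3 Cd3 chains lay above the limit. T cells that kept this RNA would not show such a fall. These values argue against a change within T cells alone as the source for the 2 lists as sets. For single genes it was not tested. With 3 against 3 samples, 10 splits are too few for a share under 0.05: the real split gave 235 genes, 1 of 10 as large, and the highest other split gave 0.

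Il28a and Ifng in skin T cells may be background counts multiplied by the scaling. The unscaled count lay at or below the detection limit in 6 of 6 skin samples for Il28a and in 6 of 6 for Ifng, and Ifng lay above it in 1 of 2 Th1 cultures. Transcripts below what these skin samples could show stay open.

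Gata3 stayed high in skin relative to the Cd3 chains. Held at the detection limit where below it, the chains give a rise of the Gata3 ratio over the Th2 cultures of 2.21-fold, 28.0-fold and 18.9-fold in first lesions and 5.95-fold, 6.05-fold and 13.3-fold at flare, all lower bounds where a chain lay below the limit. Gata3 RNA from other cells was taken to need a 4-fold rise in every sample. In the sample with the lowest bound no Cd3 chain lay above the limit, so its bound does not show whether the rise reached 4-fold, and that source and higher Gata3 per T cell cannot be told apart. In all, 14 of 30 stromal, endothelial and epithelial genes lay above the limit in all 3 first-lesion samples.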

How the results depend on the processing

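The settings were chosen before the data were examined, apart from experiment 2 alone, Th0 counted with Th1, the t-test count over all genes, the counts of lists and the bounds with 1 sample left out, which were added after the data were seen. Of 2223 values for 109 named gene results, 2040 kept their direction and side of the threshold, 110 lost their call, 49 gained one and 24 reversed. The cause was not tested for any change given here.

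In Th2 against Th1 cells, the 127 genes became 66 with TMM factors, 74 with DESeq2 size factors, 76 with total endogenous counts and 70 with the Cd3 chains as reference, 79 with at least 50 counts, and 49 with all 12 samples in 1 fit. Experiment 2 alone gave 230, Th0 counted with Th1 74, and the methods' t-test 0 (104 at an unadjusted p under 0.05), where limma gave 133 and DESeq2's Wald test 112. Leaving out 1 sample gave 63 (the female Th2 sample) to 136 (Th1 of experiment 1), and 75 without Th1 of experiment 2. The replicate block gave 179.

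In first lesions against Th2 cells, the 235 genes became 355 with no filter, 143 in experiment 1 alone and 119 by the methods' t-test; leaving out 1 sample gave 196 to 284, the highest without mouse 1, and the replicate block 171. After subtraction of the negative control mean, 107 of 251 genes were higher and 144 lower. For flare against first lesions the count of 0 became 3 with TMM factors, 10 with DESeq2's Wald test, 30 at an unadjusted p under 0.05 with a fold of at least 1.5 and 3 at an unadjusted p under 0.01, and stayed 0 with every sample left out in turn. For flare against Th2 cells the 295 genes stayed within 1.5 times in every setting (214 to 435, and 282 to 317 with 1 sample left out).

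Lists past the threshold numbered 3 in Th2 against Th1 cells (0 with an estimated correlation, 3 to 6 with 1 sample left out, 6 without Th2 of experiment 1 or Th1 of experiment 2), 9 in first lesions against Th2 cells (0 with an estimated correlation, 9 to 10 with 1 sample left out), 0 in flare against first lesions (0 to 3, the highest without first-lesion mouse 3) and 10 in flare against Th2 cells (0 with an estimated correlation, 17 with fry, 9 to 10 with 1 sample left out).

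The reversals were those of genes that had not passed with housekeeping scaling. Against Th1 cells, Ccr4 turned to -0.012 with total endogenous counts, and Ccr8 to -0.038 with TMM factors, -0.11 with DESeq2 size factors, -0.22 with total endogenous counts, -0.048 with the Cd3 chains, -0.43 with limma, -0.88 after background subtraction, and -0.42 to 1.48 with 1 sample left out. In first lesions against Th2 cells, Cd69 (-0.23), at or below the detection limit in all 3 skin samples, turned to 0.048 by the methods' t-test and ranged from -0.79 to 0.14 with 1 sample left out. In flare against first lesions, Il13 (0.02) turned to -0.31 with TMM factors, -0.28 with DESeq2 size factors, -0.23 with total endogenous counts, -0.0088 with no filter, -0.27 after background subtraction and -0.089 by the methods' t-test, and ranged from -0.36 to 0.85. In flare against Th2 cells, Il5, at or below the limit in all 3 flare samples, turned to 0.32 in experiment 1 alone.

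Where a group was left with 1 sample, it is assumed to vary like the other group. The Cd3 chain scaling was not run for skin samples, where at most 1 of the 3 chains lay above the detection limit in a sample. Experiment 1 alone has 1 sample of each kind in Th2 against Th1 cells and was not run. No paired fit of flare and first lesions was possible because only mouse 1 was numbered at both times. Depth limits the skin samples: the detection limit lay at 35.7 to 242 scaled counts there and at 3.87 to 8.41 in the cultures.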

Differences from the paper's values

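Counting Th0 with Th1 and experiment 2 alone were chosen after the data were seen. The paper reports 150 genes changed between T cells from first lesions and Th2 cells, made with software whose threshold its text does not state; its statistics name a 2-tailed t-test and a p under 0.05. The count here was 235 at an adjusted p under 0.05. Of 13 alternatives other than leaving out a sample, 4 came within 1.5 times of the paper's value: at least 50 counts (190), an unadjusted p under 0.01 (200), the replicate block (171) and experiment 1 alone (143). The methods' t-test on scaled counts, added for all genes after the data were seen, also did, with 188 genes at an unadjusted p under 0.05 and 119 at an adjusted p, and dropped 8 and 13 of the 24 tested genes that the paper names for this comparison. Leaving out a sample did so in 4 of 6 cases (196, 214, 219 and 222). The others did not: TMM factors (280), DESeq2 size factors (285), total endogenous counts (281), no filter (355), the Wald test (255), limma (237), background subtraction (251), all 12 samples (255), an unadjusted p under 0.05 with a fold of at least 1.5 (253), and without first-lesion mouse 1 (284) or mouse 3 (258).

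For S100a8 the paper's log2 fold change is about 5.3 in Fig. 1E, read by eye, and the fitted value here was 4.35. Both Th1 samples lay at or below the detection limit, so the fold is known only as a bound, at least 12.4-fold, which does not disagree with the paper's. The fitted value came within the error only with 1 sample left out: Th1 of experiment 1 (4.51), Th1 of experiment 2 (4.20), Th2 of experiment 1 (4.60) or the male Th2 sample (4.77), and not without the female Th2 sample (3.30) or in the other settings. For Il2ra, fitted against skin samples at or below the detection limit, the paper's value in first lesions is about -10 in Fig. 3A, read by eye, and the fitted value here was -7.66, with a bound of at least 88.1-fold lower, which does not disagree with the paper's; only background subtraction before limma (-10.28) came within the error. For Itgb1 in first lesions the paper's value is about 3.1 in Fig. 3A, read by eye, and the value here was 2.51. Total endogenous counts (2.73), the replicate block and experiment 1 alone (2.69 each) and leaving out the male Th2 sample (2.63) came within the error, and the other settings did not.

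The paper reports no significant difference in Cxcr3 between the cultures, by NanoString and by flow cytometry. Here Cxcr3 RNA was lower in Th2 cells in every planned setting with an adjusted p, and the protein was not analysed. By the methods' t-test Cxcr3 passed at an unadjusted p under 0.05 (0.00340), where no gene passed at an adjusted p. The paper's plot draws 3 Th1 points where 2 samples carry that label; with Th0 counted with Th1, chosen after the plot was seen, Cxcr6 was at 1.64 (adjusted p = 0.0110) and Cxcr3 at -2.07 (adjusted p = 0.00509). The paper names Mif and Cd97 as higher in Th1 cells, and neither passed here. Mif passed with TMM factors, DESeq2 size factors, total endogenous counts, the Cd3 chains, the replicate block, the unadjusted threshold of 0.05 with a fold of at least 1.5, experiment 2 alone (added) and the methods' t-test at an unadjusted p under 0.05. Cd97 was at -0.71 (standard error 0.30, adjusted p = 0.0908) and passed in those same settings. The paper reports a fall of Gata3 in first lesions, which passed here only with TMM factors, DESeq2 size factors and the methods' t-test at an unadjusted p under 0.05, one-tailed (0.0154) or two-tailed (0.0308). Cd69, which the paper prints for first lesions, lay at or below the detection limit in all 3 skin samples, so its change could not be measured; its fitted value did not pass (-0.23) and was called with TMM factors (-1.48), DESeq2 size factors (-1.62) and background subtraction before limma (-2.63). The paper describes IL28 and IFNγ as expressed in skin T cells, and both lay at or below the detection limit in all 6 samples. Ifng was at 9.57 scaled counts in the Th1 cultures, below the skin limits of 35.7 to 242, so that level could not have shown. The paper also found IFNγ protein in skin T cells by flow cytometry, and both proteins raised in serum at flare. The paper's gene set analysis names type I interferon signaling for the cultures by a significance score, on a gene set its text does not list. Of 11 such genes on the list used here 1 passed, so the results differ in gene set and measure.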

Other observations

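No test in this part was chosen after its result was seen, while the genes H2-Aa, Ctss and Ccrl2 were chosen after theirs. In the Th0 culture, a single sample with no test, Il1rl1 was at 59.9 scaled counts, Il10 at 152 and Gata3 at 899, and the Th1 genes Tbx21, Cxcr3 and Il12rb2 at 80.3, 246 and 173. Nearness to a group mean was measured on log2 of the scaled count plus 1. It can differ on the scaled counts themselves, as for Il10, which counts as nearer Th2 only on the log2 scale. Of the 109 genes higher in Th2 than in Th1 cells, Th0 lay nearer the Th1 mean for 69 and nearer the Th2 mean for 40, and of the 18 lower genes, nearer Th1 for 9 and nearer Th2 for 9. MHC class II genes were higher in Th2 cultures for 8 of 10, with none lower (9 higher when adjusted over the list alone; camera adjusted p = 0.0882, and adjusted p = 0.852 with an estimated correlation), and for 0 under each of the 4 other scalings. Cd74, the invariant chain, was at 1744 ± 815 scaled counts in Th2 (SD, n = 3) and 382 ± 245 in Th1 cells (SD, n = 2), and H2-Aa had a log2 fold change of 1.81. In the Th0 sample Cd74 (1140 scaled counts) and H2-Aa (533) lay nearer the Th2 means, while Ctss of the same list lay nearer the Th1 mean. RNA of the splenocytes used to restimulate the cultures was not measured apart.

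Against Th2 cultures, T cells at flare had 208 genes higher and 87 lower of 403 tested. Of the 208, 55 lay at or below the detection limit in 2 or more flare samples, so background counts enlarged by the scaling stay open for them. With TMM factors 109 were higher and 191 lower, and with DESeq2 size factors 105 and 199, and the median of 1.03 moved to -0.76 and -0.86. Ccl8, C4a, C3, Clu and Cd14 rose at least 1565-fold, 584-fold, 298-fold, 359.8-fold and 219-fold, Gzma was at least 131-fold lower, and the chemerin-binding receptor Ccrl2 rose at least 45.2-fold. By the methods' t-test on scaled counts Clu did not pass at an unadjusted p under 0.05. Lists past the threshold by camera were T cell identity (3 higher and 15 lower of 23, adjusted p = 6.52e-06), the Th2 programme (2 and 9 of 14, 0.000945), complement (13 and 0 of 15, 0.00141), activation (3 and 9 of 16, 0.00274), growth cytokine receptors (5 and 9 of 18, 0.0214), skin homing (2 and 7 of 11, 0.0216) and chemokine receptors (1 and 5 of 10, 0.0489), beside the chemokine, myeloid and stromal lists; with an estimated correlation none passed (adjusted p of 0.136 to 0.481). The last of these did not pass with TMM factors, the replicate block, or without flare mouse 12 (0.0876), the male (0.0557) or the female Th2 sample (0.0518), and passed in 4 of 10 settings, and skin homing did not pass with TMM factors. Type I interferon genes had 6 higher and 2 lower of 11, and 2 and 4 with TMM factors. Of 10 splits the real one gave 295 genes and the highest other 0, and for flare against first lesions 0 and 0, with 1 and 10 splits as large; 10 splits are too few for a share under 0.05.

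The lists not given elsewhere had the following counts, the same when adjusted over the list alone unless that count follows. In Th2 against Th1 cells they were 7 higher and 1 lower of 12 chemokines (8 and 1 alone), 7 higher and 0 lower of 13 complement genes (8 and 0 alone), 3 higher and 0 lower of 13 myeloid markers (2 and 0 alone), 3 higher and 1 lower of 7 dendritic and Langerhans cell markers, 8 higher and 1 lower of 21 stromal, endothelial and epithelial markers, 3 higher and 0 lower of 23 T cell identity genes (2 and 0 alone), 5 higher and 0 lower of 12 Th17 and Treg genes (6 and 0 alone), 3 higher and 0 lower of 14 interferon-gamma-inducible genes (1 and 0 alone), 5 higher and 0 lower of 17 activation genes, 7 higher and 0 lower of 18 cytokine receptors of lymphocyte growth (9 and 0 alone), 1 higher and 3 lower of 9 cytotoxic effector genes (camera adjusted p = 0.00711, downward, and adjusted p = 0.852 with an estimated correlation, also not passing with TMM factors, the Cd3 chains or fry), 1 higher and 0 lower of 4 interferons and interferon receptors (3 and 0 alone), 4 higher and 1 lower of 10 innate cytokines, 2 higher and 0 lower of 5 neutrophil markers, 2 higher and 0 lower of 15 survival genes (1 and 0 alone) and 1 higher and 0 lower of 2 mast cell markers. Apart from the cytotoxic list, none passed by camera, and the mast cell list had too few genes for a test. In first lesions against Th2 cells the counts were 3 higher and 6 lower of 11 Th17 and Treg genes, 4 higher and 1 lower of 15 interferon-gamma-inducible genes (3 and 1 alone), 5 higher and 1 lower of 10 MHC class II genes, 1 higher and 7 lower of 16 activation genes (0.00258), 3 higher and 9 lower of 18 cytokine receptors of lymphocyte growth (3 and 10 alone) (0.00562), 0 higher and 4 lower of 9 chemokine receptors (0.0201), 2 higher and 6 lower of 11 skin homing genes, 0 higher and 2 lower of 7 cytotoxic effector genes, 1 higher and 0 lower of 4 interferons and interferon receptors, 6 higher and 4 lower of 11 innate cytokines, 2 higher and 0 lower of 3 neutrophil markers, 2 higher and 4 lower of 11 B cell markers, 3 higher and 4 lower of 15 survival genes and 0 higher and 1 lower of 1 mast cell markers; the 3 with a p passed by camera and not with an estimated correlation or fry. Interferon-gamma-inducible genes had 2 higher and 8 lower with TMM factors. At flare against Th2 cells the counts were 5 higher and 2 lower of 18 Th1 programme genes, 4 higher and 6 lower of 12 Th17 and Treg genes, 3 higher and 2 lower of 14 interferon-gamma-inducible genes, 7 higher and 1 lower of 10 MHC class II genes, 1 higher and 2 lower of 7 cytotoxic effector genes (0 and 2 alone), 2 higher and 0 lower of 4 interferons and interferon receptors, 6 higher and 2 lower of 11 innate cytokines, 6 higher and 0 lower of 7 dendritic and Langerhans cell markers, 3 higher and 0 lower of 4 neutrophil markers, 4 higher and 3 lower of 11 B cell markers, 7 higher and 3 lower of 15 survival genes and 1 higher and 1 lower of 2 mast cell markers, and none of these lists passed by camera, the mast cell list being too small for a test.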
